# RNA expression patterns in serum microvesicles from patients with glioblastoma multiforme and controls

**DOI:** 10.1186/1471-2407-12-22

**Published:** 2012-01-17

**Authors:** Mikkel Noerholm, Leonora Balaj, Tobias Limperg, Afshin Salehi, Lin Dan Zhu, Fred H Hochberg, Xandra O Breakefield, Bob S Carter, Johan Skog

**Keywords:** Exosomes, Microvesicles, Microarray, Biomarkers, Serum, Glioma

## Abstract

**Background:**

RNA from exosomes and other microvesicles contain transcripts of tumour origin. In this study we sought to identify biomarkers of glioblastoma multiforme in microvesicle RNA from serum of affected patients.

**Methods:**

Microvesicle RNA from serum from patients with de-novo primary glioblastoma multiforme (N = 9) and normal controls (N = 7) were analyzed by microarray analysis. Samples were collected according to protocols approved by the Institutional Review Board. Differential expressions were validated by qRT-PCR in a separate set of samples (N = 10 in both groups).

**Results:**

Expression profiles of microvesicle RNA correctly separated individuals in two groups by unsupervised clustering. The most significant differences pertained to down-regulated genes (121 genes > 2-fold down) in the glioblastoma multiforme patient microvesicle RNA, validated by qRT-PCR on several genes. Overall, yields of microvesicle RNA from patients was higher than from normal controls, but the additional RNA was primarily of size < 500 nt. Gene ontology of the down-regulated genes indicated these are coding for ribosomal proteins and genes related to ribosome production.

**Conclusions:**

Serum microvesicle RNA from patients with glioblastoma multiforme has significantly down-regulated levels of RNAs coding for ribosome production, compared to normal healthy controls, but a large overabundance of RNA of unknown origin with size < 500 nt.

## Background

Cancer molecular diagnostics is becoming increasingly important with the accumulating knowledge of the molecular mechanisms underlying various types of cancers and the implications for treatment option selection and prognosis. For patients with glioblastoma multiforme (GBM), treatment planning currently takes into account radiographic imaging, which documents volume and location of disease [1], and in some cases mutational analysis [2], methylation status of genomic DNA with particular emphasis on the DNA repair gene for methyl guanidine methyl transferase (MGMT [3]) and gene expression patterns of the tumour, which allows the broad categorization of tumours that are histologically similar into molecular subtypes [4]. To date most molecular studies have utilized primary explant cultures or frozen, formalin fixed tumour tissue derived at the time of surgical resection. These methods have the disadvantage that the part of the tumour specimen chosen for analysis may not represent the rest of the tumour, and the molecular profile of the recurrent tumour may be very different from the original biopsy. It would be very useful to have a way to monitor and evaluate the tumour gene expression pattern over time in a non-invasive assay, such as through a blood sample test. Over the past few years a growing list of studies has reported on the ability to use expression profiling tests on RNA derived from blood samples to differentiate between healthy controls and patients with certain types of cancer [5-8], to classify separate patient populations [9] or to predict clinical outcome [10]. The ability to conduct nucleic acid expression profiling assays on a blood sample rather than on tumours has a wide range of implications for patient welfare, including the ability to conduct longitudinal disease monitoring in situations where tumour tissue is not easily accessible or one is trying to sample metastatic cancer. Because the blood harbors nucleic acid of both tumour and non-tumour origin, it is possible that this approach may capture not only direct nucleic acid changes seen in the tumour cells, but also a component of the host response to the presence of tumour. For example, studies so far have reported on RNA extracted from Peripheral Blood Mononuclear Cells (PBMC) or other fractions of circulating blood cells where changes in the cell RNA profile appears to represent the host's response to the malignancy [5] rather than the tumour itself. Different groups have isolated RNA from circulating tumour cells [11] and from cell-free body fluids [12]. Given the short half-life of unprotected RNA in serum [13], it is likely that most of the cell-free RNA is protected in the exosomes/microvesicle fraction or in the case of microRNAs (miRNAs) by protein complexes in the blood [14,15].

Microvesicles are very stable and can protect cell-free RNA stored in the freezer for many years. This is a great advantage compared to analyzing circulating tumour cells where the blood needs to be processed within hours of collection. In addition, circulating tumour cells have not yet been described in glioma patients [16]. In this study, full microarray analysis was carried out on mRNA isolated from serum microvesicles (including exosomes and other shedding microvesicles [17]) from GBM patients and controls to test the hypothesis that this mRNA could be used to reflect tumour-associated changes in the exosomal/microvesicle fraction of serum RNA. RNA species showing differential expression were chosen for quantitative reverse transcriptase (qRT-PCR) validation. This study is the first to report the ability to differentiate GBM patients from normal controls based on a gene expression blood test and the first to report differential expression analysis using RNA extracted from exosomes/microvesicles isolated from clinical patient serum samples, as compared to controls.

## Methods

### Clinical samples

Blood samples from patients diagnosed with *de-novo *primary GBM were collected immediately prior to surgery (before opening of the *dura mater) *into a BD Vacutainer SST (#367985) at Massachusetts General Hospital (MGH). Patients were following standard of care at MGH, including fasting prior to surgery and most of the patients were treated with steroids to alleviate vasogenic edema and pain. Blood from normal healthy controls was collected from de-identified volunteers recruited at the MGH blood bank. All samples were collected with informed consent according to the appropriate protocols approved by the Institutional Review Board at MGH. The blood was left to clot for 30 min at room temperature (r.t.) and serum was isolated, according to manufacturer's recommendations within 2 h of collection. Serum was filtered by slowly passing it through a 0.8 μm syringe filter (Millopore, Billerica, MA, USA) and aliquoted into 1.8 mL cryotubes (Fisher Scientific, Waltham, MA, USA) and stored at -80°C until use.

### Isolation of microvesicle RNA

Isolation of RNA from microvesicles was performed as previously described [18] with a few modifications. Briefly, 1 mL of serum was transferred to an ultracentrifuge tube, diluted 1:3 with cold PBS and centrifuged at 120,000 g for 80 min at 8°C and the supernatant was carefully aspirated off without disturbing the microvesicle pellet. The pellet was resuspended, treated for 15 min with 4 U of DNase I (Ambion, Austin, TX, USA) (in 25 μL of the accompanying buffer), 700 μL miRNeasy lysis buffer (Qiazol Reagent) (Qiagen, Valencia, CA, USA) was then added to the tube and the RNA was isolated following the manufacturer's recommendations. After elution of the RNA from the column in 30 μL nuclease-free water (Ambion), the RNA was precipitated by adding 2.5 volumes 100% EtOH, 1/10 3 M sodium acetate (pH 5.2) and incubated at -20°C for 1 h. Samples were then centrifuged for 20 min at 16,000 g and the supernatant was removed. The pellet was left to dry at r.t. and dissolved in 14 μL nuclease-free water and stored at -80°C until needed. RNA quality and concentration was assessed with the Agilent Bioanalyzer RNA Pico Chip and the Nanodrop 2000 (Thermo Scientific, Wilmington, DE, USA).

### Linear amplification and array hybridization

Linear amplification and hybridization to Agilent microarrays was carried out by Miltenyi, according to manufacturer's recommendations. Briefly, exoRNA was linearly amplified and fluorescently labeled with Cy3 using Low Input Quick Amp Labeling Kit (Agilent, Santa Clara, CA, USA) and 1.4 μg amplified RNA was hybridized to Agilent 4×44K Human Microarrays, washed and scanned. Raw data was generated by image analysis using Feature Extraction (Agilent).

### Microarray data analysis

The raw data exported from Agilent Feature Extraction v9.1 was pre-processed and normalized using R/Bioconductor and the packages *limma*, *Agi4×44PreProcess *and *vsn *(see R script in the Additional file 1 information for details). Where not mentioned in the text, the data from quartile normalization after background subtraction were used.

To reduce the risk that the normalization procedure introduced unintended biases or artifacts, we normalized the data in three different ways using: 1) variance stabilized normalization (VSN); 2) quartile normalization with background subtraction; and 3) quartile normalization without background subtraction. Although there were small differences between the three methods many of the same genes turned out to be dysregulated regardless of the applied normalization.

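Across all 41000 probes, the log2 difference between GBM and controls was correlated between the normalizations, a correlation over probes and not over independent replicates. Pearson's r was 0.720 between the background-subtracted quantile values and the quantile values of the processed signal, 0.846 between the background-subtracted quantile values and the variance-stabilized values, and 0.889 between the last pair. By limma with Benjamini-Hochberg adjustment, 1033 probes were lower in GBM in all 3 normalizations and 353 were higher in all 3. These were 78.7% of the probes called lower and 24.6% of those called higher with background subtraction and quantile normalization. No probe was called in opposite directions by different normalizations, among the 1696 called lower and the 1680 called higher by at least 1 of the 3. Leaving out each array in turn, the count in all 3 was between 665 and 1271 for lower probes and between 157 and 525 for higher probes. With the methods' t-test in its form for unequal variances the counts were 535 and 182. The processed signal is already background-subtracted, unlike the quantile normalization without background subtraction that the paper describes. With the quantile-normalized mean signal in its place, limma called 1212 lower and 390 higher in all 3, a setting chosen after seeing the data.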

Clustering analysis, heat maps and Linear Discriminant Analysis of the normalized data was done using dChip (http://biosun1.harvard.edu/complab/dchip). Normalized data was transferred to Excel and filtered with various criteria, as described in the text. Gene lists of interest were uploaded and analyzed with the online Gene Ontology Tool DAVID 6.7 http://david.abcc.ncifcrf.gov/. 

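The authors deposited the scanner output of each of the 16 arrays, with the brightness of each spot as intensity values, and a table of log2 values with a column for each array. Set against the scanner output, 100.0% of the values in that table lay within 0.01 log2 units of the quantile-normalized mean signal without background subtraction, and 0.563% within 0.01 log2 units of the quantile-normalized signal after background subtraction with an offset of 50. The main values therefore start from the scanner output. In the deposited table itself, limma called 1523 probes lower and 1508 higher in GBM at an adjusted p under 0.05. Of these, 319 were at least 2-fold lower and 49 at least 2-fold higher.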

The raw data and the quartile normalized mean data with background subtraction has been deposited in GEO with accession# GSE24084.

### Reverse transcription and qPCR analysis

Twelve μL of the RNA isolated from 1 mL of serum were reverse transcribed using Superscript VILO cDNA synthesis kit (Invitrogen, Carlsbad, CA, USA), according to manufacturer's recommendations. Samples were then preamplified using the TaqMan^® ^PreAmp Master Mix (Applied Biosystems, Carlsbad, CA, USA). Briefly, 12.5 μL of the cDNA was added to the PreAmp Master Mix together with all the genes of interest and pre- amplified for 14 cycles, according to the manufacturer's recommendations. The samples were then diluted 1:10 and TaqMan qRT-PCR was performed on all samples for all the selected genes. The amplification was performed using ABI PRISM 7500 with the following program: 50°C, 2 min; 95°C, 10 min; 40 cycles of 95°C, 15 s, 60°C, 1 min on standard mode. Additional file 2: Table S1 contains a list of all the commercially available and custom made probes used.

## Results

### Unsupervised clustering separates GBM patients from controls in expression array analysis

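Glioblastoma multiforme (GBM) is a malignant tumour of the brain, and microvesicles are membrane-bound particles, exosomes among them, that cells shed into the blood. Serum from 9 patients with GBM and 7 healthy controls was profiled with 1 array per person, so that each array is an independent replicate and no sample was measured again. Microvesicles were pelleted from 1 mL of filtered serum. The methods give a dilution of 1:3 with PBS and centrifugation at 120000 g for 80 min at 8°C, whereas the sample labels give a dilution of 1:1 and 110000 g for 70 min at 4°C. The 16 arrays lay on 4 slides. Slide 1 held 2 controls and 2 GBM samples, slide 2 held 4 controls, slide 3 held 1 control and 3 GBM samples, and slide 4 held 4 GBM samples. Both groups were thus measured side by side only on slides 1 and 3.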

Exosomes and other microvesicles (less than 0.8 μm in diameter, see methods) were isolated from serum samples from 9 GBM patients immediately prior to tumour removal and from 7 normal healthy controls. 

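Each array carried 41000 probes of 60 bases besides its control spots, under 30484 gene names, and 1.4 μg of amplified RNA labelled with Cy3 was hybridized to it. Of these probes, 40736 had 1 spot and 264 had 10 spots. The image analysis marks a spot whose signal exceeds its background. Between 31.9% and 68.7% of the probes were well above background on the control arrays, with a median of 42.2%, and between 33.9% and 61.0% on the GBM arrays, with a median of 47.6%. The group means of 43.6% ± 12.3 (SD, n = 7) and 48.6% ± 8.50 (SD, n = 9) did not differ beyond the spread between arrays (two-sided exact permutation test, p = 0.351). The highest control value belonged to replicate 4, with the other controls at 46.3% or lower. No spot was saturated on any array. The number of arrays limits the precision of every comparison, and probes near background are measured least well.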

RNA from this microvesicle fraction (exoRNA) was extracted, amplified by linear amplification, labeled and hybridized to Agilent microarrays containing 44,000 (44 K) capture probes against essentially all genes in the human genome. The raw data was background corrected and normalized between samples, as described in the Methods section. 

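From the scanner output, the median local background was subtracted from the mean signal of each spot, results below 0.5 were set to 0.5, and an offset of 50 was added. The spots of the 16 arrays were then quantile-normalized together and put on a log2 scale, following the R script in Additional file 1. Control spots were left out after this step. So were spots that the image analysis marked as outliers, which numbered 112 ± 38.4 (SD, n = 7) per control array and 86.3 ± 15.3 (SD, n = 9) per GBM array. Spots of a probe were averaged. The offset of 50 compresses the differences of dim probes, so that log2 differences on this scale understate their change. Each probe was compared between GBM and control arrays with limma's moderated test on the log2 values, and the p-values were adjusted with the Benjamini-Hochberg method over the 41000 probes. A probe is called where its adjusted p is under 0.05.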

To investigate whether the two sets of samples could be separated by unsupervised clustering (without prior knowledge of the identity of each sample), we filtered the data to only include probes for which at least 4 out of 16 samples had a high signal intensity (intensity > 6) and for which the variation across all samples was high (Std. dev. > 0.8). This approach effectively excluded probes that displayed constant intensity in all samples and therefore did not contribute to distinguishing between the two groups. 

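Of the 41000 probes, 177 had a log2 value above 6 on at least 4 of the 16 arrays and an SD above 0.8 over the 16 arrays. The mean was lower in GBM than in controls for 113 of them and higher for 64. By limma, 60 of the 113 were called lower and 23 of the 64 were called higher. Probes of ribosomal protein genes made up 17 of the 177. The number depended on the normalization, and moved most with variance stabilization, where 589 probes passed. With all non-control spots counted singly, 211 passed.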

The selected subset of 206 probes thus displayed both variation and intensity, which are prerequisites for contributing to discrimination between the two groups. 

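For the clustering, each of the 177 filtered probes was set to a mean of 0 and an SD of 1 over the arrays, and arrays were joined by centroid linkage on 1 minus Pearson's r. The 2 top branches held 8 arrays each. The 7 controls and GBM replicate 15 formed the first branch, and the other 8 GBM samples formed the second, so that 1 array lay outside its group's branch. With other linkages and distances, 1 array lay outside under average linkage and 3 under complete linkage. The count was 6 under Ward linkage with the Euclidean distance of scaled values, and 8 under the Euclidean distance of unscaled values. With the values of the deposited table, 262 probes passed the filter and 0 arrays lay outside. With an offset of 16 in place of 50, 267 probes passed and 0 arrays lay outside.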

When the signal from these probes was analyzed with unsupervised clustering it perfectly separated the GBMs from the controls as illustrated by the heat map and dendrogram in Figure 1A. The sample dendrogram at the top of the heat map has two primary branches illustrating the perfect separation the GBM samples from the Normal Controls. 

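Clustered by the same distance, the 177 filtered probes fell into 2 top branches of 123 and 54 probes. In the larger branch, 104 of the 123 probes had a lower mean in GBM than in controls. In the smaller branch, 9 of the 54 did, and the others had a higher mean.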

The gene dendrogram to the left of the heat map separates the genes that are up-regulated from those that are down-regulated in GBM samples, respectively. 

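Over the 177 filtered probes, the mean distance between arrays of different groups exceeded the mean distance between arrays of the same group by 0.463. An exact permutation test over all 11440 ways to label 7 of the 16 arrays as controls gave p = 4.371e-04 (one-sided). The filter used no group labels. Within a group, arrays on the same slide were a mean distance of 0.798 apart and arrays on different slides 0.819 apart (permutation of the slide labels within groups, p = 0.439, one-sided). Arrays of different groups on the same slide were 1.17 apart. From the separation of the arrays without a choice of genes by a test, the paper concludes that the expression profiles of exoRNA differ between GBM patients and controls, while stating that the sample set is too small for formal power criteria.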

The observation that the data clustered perfectly into two distinct groups without any pre-selection of genes based on *t*-test analysis indicates that there are significant differences in the expression profiles of the GBM exoRNA and the normal control exoRNA, even though the sample set in the current study is too small to pass formal power calculation criteria [19].

**Figure 1:**
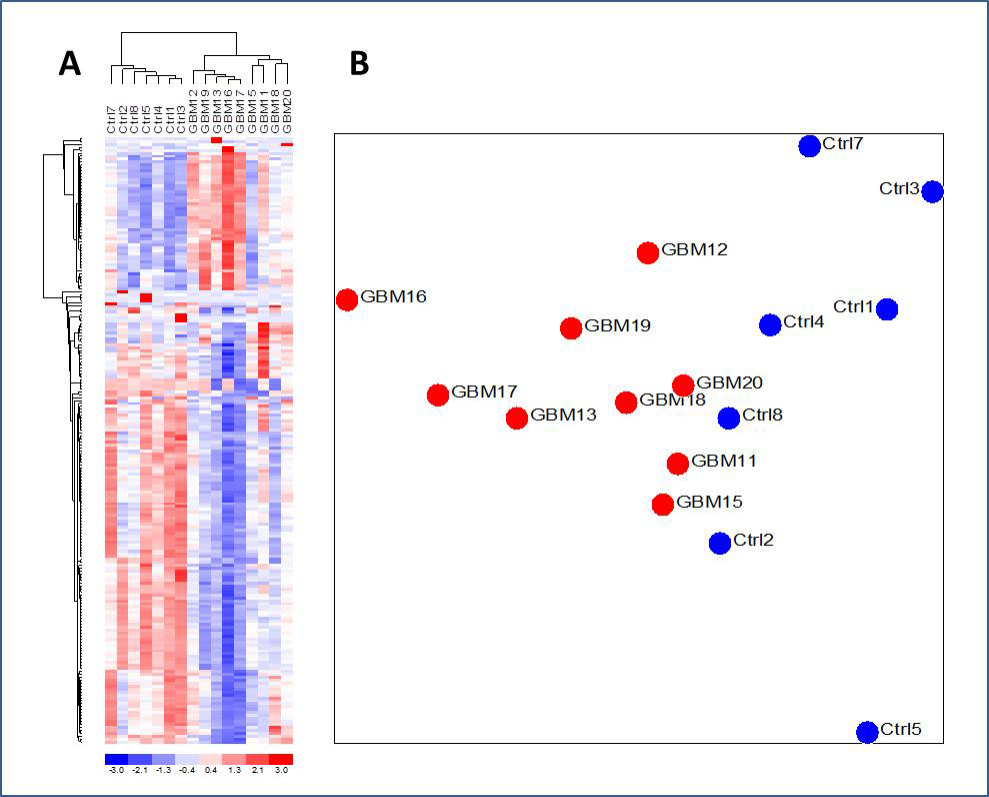
**A total of 206 genes were selected without application of *t*-test by filtering for high signal intensity (> 6 in 30% of samples) and high variation between samples (stdev > 0.8 across all 16 samples)**. A) A heat map and dendrogram showing perfect unsupervised clustering of the samples based on these 206 genes. B) Principal Component Analysis (PCA) of the same 206 genes as in A.

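On the 177 filtered probes, the first principal component of the centred values held 55.0% of the variance and the second 9.46%. Along the first component the controls lay at -8.16 ± 4.74 (SD, n = 7) and the GBM samples at 6.34 ± 7.89 (SD, n = 9; two-sided exact permutation test, p = 3.497e-04). The highest control was at -3.03 and the lowest GBM sample at -0.49, so that the groups did not overlap on this component. The GBM samples ranged up to 22.1, more widely than the controls.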

With the observation of differences between GBM and control RNA expression patterns, we sought to identify the genes that best separated the two groups by conducting gene-by-gene t-tests between the groups on all genes in the full 44 K data set and corrected the resulting p-values for False Discovery Rate (FDR) by applying the Benjamini and Hochberg algorithm [20]. 

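By limma, 7871 of the 41000 probes had an unadjusted p under 0.05. After Benjamini-Hochberg adjustment, 1313 probes were called lower and 1436 higher in GBM at any fold, with a lowest adjusted p of 6.823e-04. The methods' t-test on the same values called 967 lower and 934 higher, of which 955 and 914 were also called by limma. The alternative that moved these counts most was slide as a fixed block, in which only the 8 arrays on slides 1 and 3 carry the comparison. By limma it called 1 probe lower and 0 higher, with 2572 probes at an unadjusted p under 0.05, of which 1184 were lower and 1388 higher. With slide as a random block, limma called 1006 lower and 940 higher. The split between directions also moved with the scaling. Lower probes were 47.8% of the calls in the main values, 75.3% after variance stabilization, 76.0% after scaling each array to its 75th percentile and 88.6% after setting the array medians equal. Among the probes called lower, 93.8% were well above background on at least 7 of the 16 arrays, and among those called higher 95.9%.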

The 25 most down- and up-regulated genes are listed in Table 1 and more extensive lists of the 200 most down- and up-regulated genes are available in Additional file 2: Table S2 and Table S3, respectively. 

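Of the 50 genes in Table 1, all 25 lower and all 25 higher ones were called in the same direction in all 3 normalizations, each by the probe whose fold in Additional file 2 lay nearest to that in Table 1. The median fold of the 3 normalizations lay between 2.76 and 7.58 for the lower genes, 10 of which were ribosomal protein genes, and between 1.92 and 3.80 for the higher genes. Positions are those of the probes on hg18, as the scanner files give them, and values are main log2 values. By probe name, the lower gene with the largest fall was TMSL3, whose probes were placed on chromosome X at 12904913 to 12904972 and 12904923 to 12904982. These are positions of the probe sequences. Whether the signal came from TMSL3 or from a near-identical transcript was not tested. TMSL3 probe A_24_P143189 had a log2 value of 11.52 ± 0.93 (SD, n = 7) in controls and 9.51 ± 1.07 (SD, n = 9) in GBM. The log2 difference was -2.01 (standard error 0.46, adjusted p = 0.0115 by limma). The other TMSL3 probe, A_23_P399201, had a difference of -1.91 (adjusted p = 0.0165), which was not past the threshold under the methods' t-test (adjusted p = 0.0505). Probe A_24_P530977 has no gene name in the scanner files and lies on chromosome 2 from 176590015 to 176590074. Its log2 difference was -1.87 (standard error 0.41, adjusted p = 0.00902). GNG11 (chromosome 7, 93393700 to 93393759) and RGS10 (chromosome 10, 121249513 to 121249572) had log2 differences of -1.62 (adjusted p = 0.00901) and -1.64 (adjusted p = 0.0101). RPS4Y2, whose probe lies on chromosome Y from 21350823 to 21350882, had a log2 difference of -1.28 (adjusted p = 7.422e-04), and between -1.35 and -1.21 with each array left out in turn.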

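Among the higher genes, the expressed sequence tag CV575560 (chromosome 17, 17713235 to 17713294) rose from 9.55 ± 0.77 (SD, n = 7) in controls to 11.47 ± 0.94 (SD, n = 9) in GBM, a log2 difference of 1.93 (standard error 0.39, adjusted p = 0.00561 by limma). ZNF784 (chromosome 19, 60824964 to 60825023) had a log2 difference of 1.39 (standard error 0.27, adjusted p = 0.00401) and LOC390427 (chromosome 13, 113982250 to 113982309) one of 1.21 (standard error 0.21, adjusted p = 0.00214). The probes of RKHD1 and SERPINB1 differed in their calls. For RKHD1, the probe at 1505968 to 1506027 on chromosome 19 had a log2 difference of 1.41 (adjusted p = 0.00689), whereas the probes at 1506205 to 1506264 and 1507127 to 1507186 had differences of 0.18 (adjusted p = 0.329) and 0.15 (adjusted p = 0.528). For SERPINB1, the probe at 2777655 to 2777714 on chromosome 6 had a difference of 1.22 (adjusted p = 0.00248) and the probe at 2778863 to 2778922 had one of -0.10 (adjusted p = 0.783). The called probes with the largest fall and rise included 5 outside the first genes of Table 1. PF4 fell by 1.82 (adjusted p = 0.0299) and ENST00000334647 fell by 1.73 (adjusted p = 0.0286), and neither was called in all 3 normalizations. ZDHHC22, ACP5 and LGR4 had log2 differences of 1.64 (adjusted p = 0.0239), 1.62 (adjusted p = 0.0312) and 1.47 (adjusted p = 0.00648). ZDHHC22, ACP5, PF4 and ENST00000334647 were not called by the methods' t-test. Leaving out each array in turn took the call from PF4 and ENST00000334647 in 8 of 16 cases each, from ACP5 in 6 and from ZDHHC22 in 4. Without control replicate 1, none of these was called (adjusted p of 0.0774 for PF4, 0.0672 for ENST00000334647, 0.0739 for ACP5 and 0.0609 for ZDHHC22). With slide as a fixed block limma called none of the genes named here, with adjusted p of 0.270 or above.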

From the top dendrogram in Figure 1A, which was prepared without the use of p-values, it would appear that the GBM samples separate into two distinct sub-groups. However, when we performed a gene-by-gene *t*-test between these two apparent groups of GBM samples no significant genes were left that met the *p *< 0.05 criteria for statistical significance after application of Benjamini and Hochberg correction for FDR. Similarly, when the genes in Additional file 2: Table S2 and Table S3 were used together for cluster analysis, there was a clear separation of GBMs from controls as seen in Figure 2, but the two distinct groups of GBM samples were no longer apparent. 

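The branches of the GBM samples were read from Figure 1A, with 5 samples (replicates 12, 13, 16, 17 and 19) in the first and 4 (replicates 11, 15, 18 and 20) in the second. By limma, 0 of the 41000 probes differed between them at an adjusted p under 0.05, with a lowest adjusted p of 0.192, while 4127 probes, or 10.1%, had an unadjusted p under 0.05. The methods' t-test also called 0 probes, with 3609 at an unadjusted p under 0.05. Single samples moved this result. Without GBM replicate 15 limma called 53 probes, and without GBM replicate 12 it called 32, whereas without any other GBM sample it called 0. With slide as a fixed block it called 1. The branches were themselves formed from these arrays, so the test is not independent of them. The paper states that its t-test between these branches left no gene past its threshold.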

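With the 400 probes of the lists in Additional file 2, the 2 top branches held 7 controls and 9 GBM samples, and 0 arrays lay outside their group's branch under every linkage, distance and normalization tried. The mean distance between groups exceeded that within groups by 1.24 (exact permutation test, p = 8.741e-05, one-sided, the smallest p that 11440 labelings allow). These probes had been chosen by a test between the same groups, so this separation is not independent evidence. The first principal component held 79.7% of their variance. On it the controls lay at -17.4 ± 6.83 (SD, n = 7) and the GBM samples at 13.5 ± 9.69 (SD, n = 9; two-sided exact permutation test, p = 8.741e-05).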

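By limma, 151 probes were at least 2-fold lower in GBM and 31 at least 2-fold higher at an adjusted p under 0.05, so that lower probes made up 83.0%. The methods' t-test on the same values gave 121 lower and 24 higher. All 151 and all 31 were well above background on at least 7 of the 16 arrays. Ribosomal protein genes accounted for 67 of the 151 and for 0 of the 31, by limma and the gene names in the scanner files. Single arrays moved the counts. Leaving out each array in turn gave between 87 lower probes, without GBM replicate 16, and 216, without control replicate 8. The higher probes numbered between 21, without GBM replicate 17, and 51, without GBM replicate 15. With slide as a fixed block, limma called 0 probes past 2-fold in either direction. From the larger number of lower probes, the paper states that down-regulation exceeds up-regulation in GBM exoRNA.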

From Figure 3, which shows a volcano plot of the FDR corrected p-values against the level of differential expression for each gene, it is evident that substantially more genes were found to be significantly down-regulated (121 genes) than up-regulated (24 genes) in the GBM samples compared to controls.

**Table 1:** Down-and up-regulated genes passing the criteria described in "Results".

Down-regulated genes			
**No**	**Gene Symbol**	**Fold**	**Description**

**1**	TMSL3	-4.21	Homo sapiens thymosin-like 3 (TMSL3), mRNA [NM_183049]

**2**	A_24_P530977	-4.00	Unknown

**3**	GNG11	-3.86	Homo sapiens guanine nucleotide binding protein (G protein), gamma 11 (GNG11), mRNA [NM_004126]

**4**	RPS4Y2	-3.80	Homo sapiens ribosomal protein S4, Y-linked 2 (RPS4Y2), mRNA [NM_001039567]

**5**	RGS10	-3.63	Homo sapiens regulator of G-protein signalling 10 (RGS10), transcript variant 1, mRNA [NM_001005339]

**6**	RPS4Y1	-3.62	Homo sapiens ribosomal protein S4, Y-linked 1 (RPS4Y1), mRNA [NM_001008]

**7**	B2M	-3.60	Homo sapiens beta-2-microglobulin (B2M), mRNA [NM_004048]

**8**	CCL5	-3.35	Homo sapiens chemokine (C-C motif) ligand 5 (CCL5), mRNA [NM_002985]

**9**	AL049447	-3.35	Homo sapiens mRNA; cDNA DKFZp586A0722 (from clone DKFZp586A0722). [AL049447]

**10**	GPX1	-3.27	Homo sapiens glutathione peroxidase 1 (GPX1), transcript variant 2, mRNA [NM_201397]

**11**	RPS29	-3.12	Homo sapiens ribosomal protein S29 (RPS29), transcript variant 1, mRNA [NM_001032]

**12**	IER2	-3.12	Homo sapiens immediate early response 2 (IER2), mRNA [NM_004907]

**13**	RAP1B	-2.94	Homo sapiens RAP1B, member of RAS oncogene family (RAP1B), transcript variant 1, mRNA [NM_015646]

**14**	MMD	-2.93	Homo sapiens monocyte to macrophage differentiation-associated (MMD), mRNA [NM_012329]

**15**	MAX	-2.89	Homo sapiens MYC associated factor × (MAX), transcript variant 3, mRNA [NM_145113]

**16**	TMEM111	-2.87	Homo sapiens transmembrane protein 111 (TMEM111), mRNA [NM_018447]

**17**	RPS29	-2.82	Homo sapiens ribosomal protein S29 (RPS29), transcript variant 1, mRNA [NM_001032]

**18**	RPL19	-2.81	Homo sapiens ribosomal protein L19 (RPL19), mRNA [NM_000981]

**19**	RPL13	-2.80	Homo sapiens ribosomal protein L13 (RPL13), transcript variant 2, mRNA [NM_033251]

**20**	LOC392497	-2.78	PREDICTED: Homo sapiens similar to 40S ribosomal protein S6 (LOC392497), mRNA [XR_018138]

**21**	MRCL3	-2.74	Homo sapiens myosin regulatory light chain MRCL3 (MRCL3), mRNA [NM_006471]

**22**	RPL30	-2.72	Homo sapiens ribosomal protein L30 (RPL30), mRNA [NM_000989]

**23**	RPS27	-2.70	Homo sapiens ribosomal protein S27 (metallopanstimulin 1) (RPS27), mRNA [NM_001030]

**24**	ENST00000337102	-2.70	40S ribosomal protein S21. [Source:Uniprot/SWISSPROT;Acc:P63220] [ENST00000337102]

**25**	RPA1	-2.68	Homo sapiens replication protein A1, 70 kDa (RPA1), mRNA [NM_002945]

**Up-regulated genes**			

**No**	**Gene Symbol**	**Fold**	**Description**

**1**	CV575560	3.80	oe37f10.y1 Human keratoconus cornea, unamplified, od [CV575560]

**2**	RKHD1	2.32	Homo sapiens ring finger and KH domain containing 1 (RKHD1), mRNA [NM_203304]

**3**	ZNF784	2.65	Homo sapiens zinc finger protein 784 (ZNF784), mRNA [NM_203374]

**4**	SERPINB1	2.62	Leukocyte elastase inhibitor (LEI) (Serpin B1) (Monocyte/neutrophil elastase inhibitor) (M/NEI) (EI).

**5**	LOC390427	2.00	PREDICTED: Homo sapiens similar to TBP-associated factor 15 isoform 1 (LOC390427), mRNA [XM_372498]

**6**	FOXD3	2.32	Homo sapiens forkhead box D3 (FOXD3), mRNA [NM_012183]

**7**	C17orf74	1.97	Homo sapiens chromosome 17 open reading frame 74 (C17orf74), mRNA [NM_175734]

**8**	ENST00000357697	1.67	Unknown

**9**	SLITRK4	2.30	Homo sapiens SLIT and NTRK-like family, member 4 (SLITRK4), mRNA [NM_173078]

**10**	AGRP	2.03	Homo sapiens agouti related protein homolog (mouse) (AGRP), transcript variant 1, mRNA [NM_001138]

**11**	ENST00000359466	1.77	chromosome × open reading frame 18 (CXorf18), misc RNA [RefSeq_dna;Acc:XR_018001] [ENST00000359466]

**12**	THC2760960	1.41	Unknown

**13**	TNXB	2.06	Homo sapiens tenascin XB (TNXB), transcript variant XB, mRNA [NM_019105]

**14**	THC2755576	1.90	ALU1_HUMAN (P39188) Alu subfamily J sequence contamination warning entry, partial (13%) [THC2755576]

**15**	SIN3B	1.60	Homo sapiens SIN3 homolog B, transcription regulator (yeast), complete cds. [BC063531]

**16**	CRLF1	1.66	Homo sapiens cytokine receptor-like factor 1 (CRLF1), mRNA [NM_004750]

**17**	ZNF219	1.97	Homo sapiens zinc finger protein 219 (ZNF219), mRNA [NM_016423]

**18**	THC2654039	1.78	ALU2_HUMAN (P39189) Alu subfamily SB sequence contamination warning entry, partial (4%) [THC2654039]

**19**	AA418814	1.59	AA418814 Soares_NhHMPu_S1 Homo sapiens cDNA clone IMAGE:767978 3', mRNA sequence [AA418814]

**20**	TNRC4	1.72	Homo sapiens trinucleotide repeat containing 4 (TNRC4), mRNA [NM_007185]

**21**	AK098372	1.94	Homo sapiens cDNA FLJ25506 fis, clone CBR05185. [AK098372]

**22**	TNRC6B	1.79	Homo sapiens trinucleotide repeat containing 6B (TNRC6B), transcript variant 1, mRNA [NM_015088]

**23**	HOXA4	1.58	Homo sapiens homeobox A4 (HOXA4), mRNA [NM_002141]

**24**	IL26	1.66	Homo sapiens interleukin 26 (IL26), mRNA [NM_018402]

**25**	THC2718728	1.73	Unknown

"Fold" is calculated as the median value of the fold change in the three described normalization procedures

**Figure 2:**
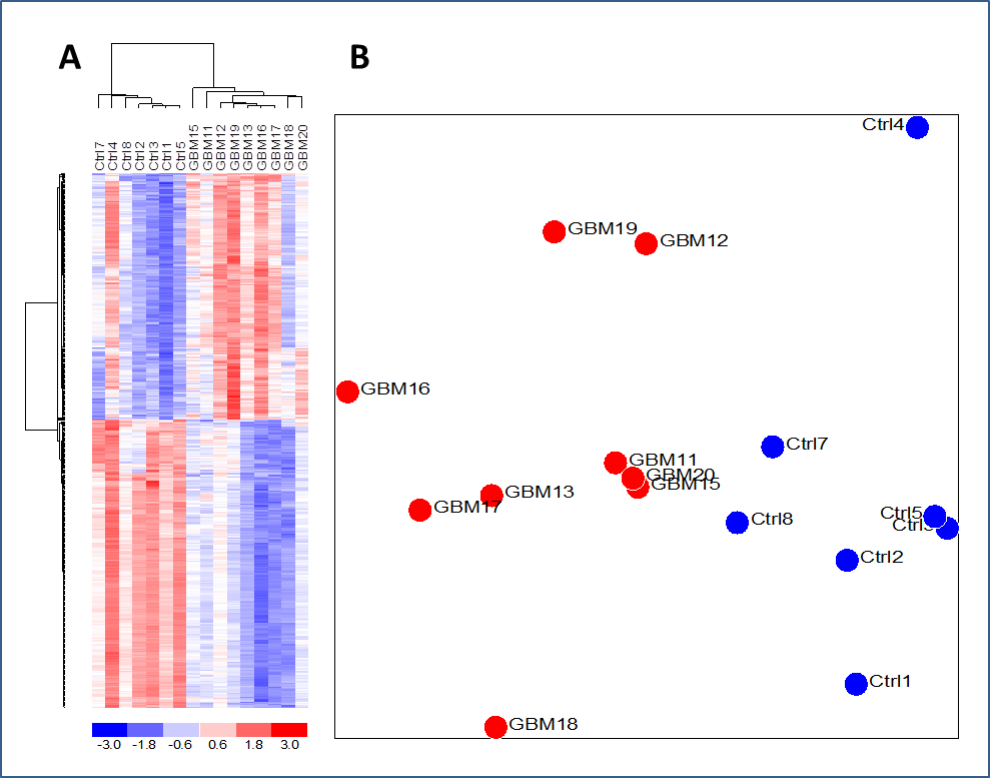
**Analysis of the 400 most dysregulated genes**. The 200 most down- and up-regulated genes, respectively, with p < 0.05 in all three normalizations after correction for False Discovery Rate were used (see Additional file 2: Table S1 and Table S2). A) Cluster analysis, B) PCA plot.

**Figure 3:**
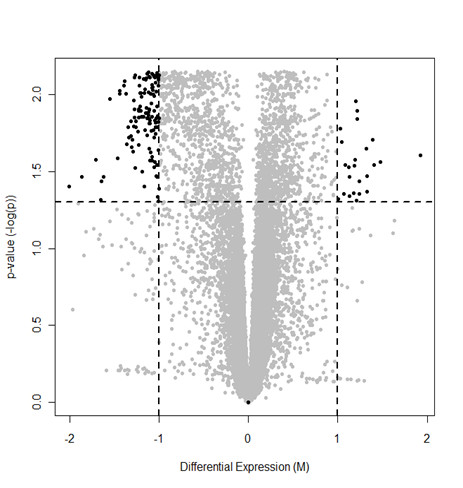
**Volcano plot of the False Discovery Rate (FDR) corrected p-values from a *t*-test between the two sample groups after background subtraction and quartile normalization**. Genes above the horizontal dashed line have *p *< 0.05 after FDR correction. It is evident that substantially more genes are significantly down-regulated (121 genes in upper left corner, > 2-fold) than up-regulated (24 genes in upper right corner, > 2-fold).

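At a threshold of 1.5-fold in place of 2-fold, 536 probes were lower and 159 higher. Without a fold threshold limma called 1313 lower and 1436 higher in the main values, but this order was not stable. The methods' t-test called 967 lower and 934 higher on the same values, limma with slide as a random block called 1006 and 940, and the lower calls were also more without control replicate 1, 2, 3 or 5 or GBM replicate 11, 13 or 17 (1234 lower and 1120 higher without control replicate 2). The median size of the log2 difference was 0.50 among all probes called lower and 0.29 among all probes called higher. Probes past 2-fold had median levels of 9.22 in controls and 8.12 in GBM where they fell, and of 8.11 in controls and 9.43 in GBM where they rose.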

### Gene ontology analysis

Normalization of array data can be done in a number of different ways, each having its own advantages and disadvantages. 

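By limma, the number of probes past 2-fold differed between the 3 normalizations. The quantile-normalized processed signal, without a further background step, gave 734 lower and 273 higher probes, and variance stabilization gave 736 lower and 60 higher. The variance stabilization was re-implemented from its published model and tested on simulated data. Differences in these normalizations are not compressed by an offset of 50, and the counts of probes at any fold lay closer together. These were 1217 lower and 1031 higher for the processed signal, and 1545 lower and 506 higher for variance stabilization. The processed signal is already background-subtracted, whereas the paper describes a quantile normalization without background subtraction. The deposited table, which holds the quantile-normalized mean signal without subtraction, gave 319 lower and 49 higher probes past 2-fold. With it as the second normalization, 200 lower and 199 higher listed folds lay within 0.05 log2 units of the list, against 39 and 74 with the processed signal. In every one of 10 scalings tried, the lower probes past 2-fold outnumbered the higher ones.

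**Figure D1:**
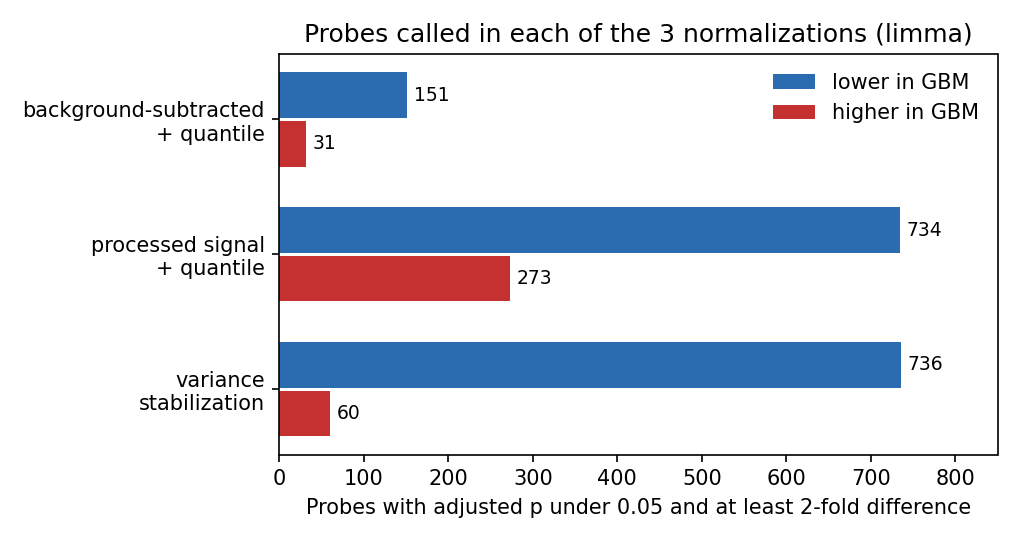
Number of probes with an adjusted p under 0.05 by limma and a difference of at least 2-fold between GBM and control arrays, in the 3 normalizations. The second is of the processed signal, which is already background-subtracted, unlike the paper's description of its second normalization. Bars give the counts of lower probes (151, 734 and 736) and of higher probes (31, 273 and 60), on an axis from 0.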

To reduce the risk that the normalization procedure introduced unintended biases or artifacts, we normalized the data in three different ways, as described in Methods. For gene ontology analysis we used the top two hundred genes that passed the criteria *p *< 0.05 after FDR-correction in *all *three normalization procedures mentioned above (Additional file 2: Table S2 and Table S3). 

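All 200 probes listed as lower in Additional file 2 were called lower by limma in the main values, and all 200 in all 3 normalizations. Of the 200 listed as higher, 199 were called higher in the main values and 173 in all 3 normalizations. Ranked by the median log2 difference of the 3 normalizations, the 200 most lower probes held 132 of the listed lower probes, and the 200 most higher probes held 99 of the listed higher ones.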

All genes listed in the tables of this paper met the same selection criteria.

### Down-regulated genes in serum microvesicles from GBM patients

We analyzed the up- and down-regulated genes independently to try to identify brain- or GBM-specific genes up-regulated in the GBM patients due to the microvesicle shedding activity of the tumour, as well as genes down-regulated in normal cells, such as platelets, lymphocytes and endothelial cells [21] that also shed microvesicles into the blood. Gene ontology analysis of the 200 most down-regulated genes (from -4.21 to -1.92-fold, Additional file 2: Table S2) using the online tool, DAVID [22] revealed that an overwhelming majority of the resulting GO terms are related to ribosome functions, e.g. "Ribosome", "Translational Elongation" and "RNA Binding". 

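Among the 200 most lower probes that limma called in all 3 normalizations, ranked by the median difference of the 3, 51 or 25.5% were probes of ribosomal protein genes, against 509 of all 41000 probes (Fisher's exact test, one-sided, p = 1.228e-51). With only the 11095 probes well above background on all 7 control arrays as the background, the share was 26.4%, or 51 of the 193 listed probes among them (Fisher's exact test, one-sided, p = 3.364e-28). Both tests treat probes as independent, although several probes can belong to 1 gene. Their p-values do not measure the spread between people. In the paper's list of 200 lower probes, 92 or 46% were probes of ribosomal protein genes by the same definition. Leaving out each array in turn, the share was between 17.5%, without control replicate 2, and 38%, without control replicate 1. The share was 32% by the methods' t-test, 39.5% with unequal variances, 39% with slide as a random block, 21.5% with dim probes left out and 35% with the deposited log2 table as the second normalization. Ribosomal protein probes were identified by gene name or description, since the GO terms and the DAVID tool were not used here.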

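The 87 ribosomal protein genes on the array, each taken as the mean of its probes, had a mean log2 value of 8.82 ± 0.28 (SD, n = 7) in controls and 8.04 ± 0.27 (SD, n = 9) in GBM. The mean difference was -0.78, and 86 of the 87 genes were lower in GBM. All 9 GBM samples lay below the lowest control (two-sided exact permutation test, p = 8.741e-05, the smallest p that 11440 labelings allow). As a set they were lower by limma's camera test with a preset inter-gene correlation of 0.01 (adjusted p = 3.289e-72 over 9 gene sets), by the rotation test fry (adjusted p = 2.140e-04) and by camera with the correlation of 0.660 estimated from the arrays (adjusted p = 0.0269). By limma, 78 of the 87 were called lower over all genes, and 80 adjusted over the list alone. Within slides 1 and 3, which held both groups, the mean difference was -0.43. Of 24 labelings within the slides, 1 gave as large a fall, which is the real one and the fewest possible. The controls on slide 2 lay at 9.03 ± 0.09 (SD, n = 4) and those on the other slides at 8.54 ± 0.13 (SD, n = 3; two-sided exact permutation test, p = 0.0286, the smallest p that 35 labelings allow).

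**Figure D2:**
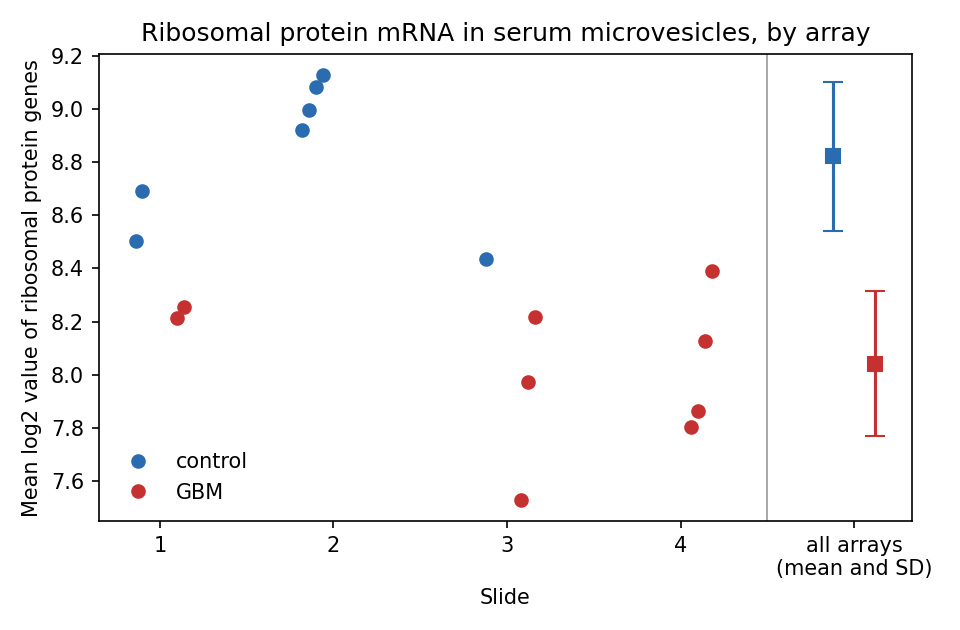
Mean log2 value of the 87 ribosomal protein genes on each array (vertical axis), by slide and group; each point is 1 array, and the squares with bars give the mean and SD over the 7 control and 9 GBM arrays. On slides 1 and 3, which held both groups, each control lies above each GBM sample of its slide, and the 4 controls on slide 2 lie highest.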

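Among single genes, RPL11 (chromosome 1 of hg18, 23893760 to 23893819) had a log2 value of 10.19 ± 0.42 (SD, n = 7) in controls and 8.91 ± 0.56 (SD, n = 9) in GBM, a difference of -1.27 (standard error 0.23, adjusted p = 0.00242 by limma). The 2 probes of RPS29 (chromosome 14), A_24_P548354 and A_23_P76961, had differences of -1.56 (adjusted p = 0.00163) and -1.38 (adjusted p = 0.00102). RPLP1 (chromosome 15, 67534868 to 67534927 and 67534869 to 67534928) had differences of -1.35 (adjusted p = 0.00305) and -1.31 (adjusted p = 0.00378) on its 2 probes. RPS27A (chromosome 2) had differences of -1.23 (adjusted p = 0.00214) and -1.12 (adjusted p = 0.00231). Each GBM sample lay below every control for RPL11, for both probes of RPS29, and for 1 of the 2 probes each of RPLP1 and RPS27A. Ribosomal protein mRNAs have many processed pseudogenes, and a probe of 60 bases can bind transcripts of near-identical copies. When slide was a fixed block, the differences were -0.78 for RPL11 (adjusted p = 0.638) and between -0.92 and -0.72 for the probes of the others, and none was called. From the ribosomal protein mRNAs among the lower genes, their reported level in lymphocytes and the patients' blood counts, the paper reasons toward fewer lymphocyte-derived microvesicles in GBM serum.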

The most significant cluster had an enrichment score of 54.82 and contained 115 of the 200 input genes, most of which were mRNAs coding for ribosomal proteins in both the large and small subunits of the ribosome (e.g. *RPL11, RPS29, RPLP1, RPS27A*, etc.). These genes have previously been shown to be very highly expressed in lymphocytes relative to other blood cells [23,24]. Evaluation of the percentage of lymphocytes in the white blood cell (WBC) counts in the GBM patients used in this study, showed that 7 out of the 9 patients used for array analysis and 9 out of the 10 patients used for qPCR validation had values of 3-19% lymphocytes, which is well below the reference interval for normal healthy individuals of 22-28% [25] and is consistent with immunosuppression observed in most GBM patients [26]. Unfortunately, the de-identified normal control samples used for this study were obtained through a blood bank so no detailed information is available on their blood cell counts.

### Up-regulated genes in microvesicles from GBM patients

When we left out the down-regulated genes and attempted unsupervised clustering using only genes that were up-regulated in microvesicles from GBM patients (Table 1/Additional file 2: Table S3), no clear separation of the GBMs from the normal controls was evident. 

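With the 200 probes listed as higher in Additional file 2 alone, the 2 top branches held 9 and 7 arrays, and the smaller held 3 controls and 4 GBM samples, so that 8 arrays lay outside their group's branch, and 6 under complete linkage. The mean distance between groups was below that within groups (difference of -0.12, exact permutation test, p = 1, one-sided). The distance of 1 minus Pearson's r compares the pattern over probes and ignores a shift shared by all of them. Under the Euclidean distance of unscaled values, which keeps such a shift, 1 array lay outside. The same count came from Ward linkage, which was run on the Euclidean distance of scaled values. On the first principal component of these probes, which held 74.4% of the variance, the controls lay at -12.0 ± 2.84 (SD, n = 7) and the GBM samples at 9.34 ± 6.96 (SD, n = 9; two-sided exact permutation test, p = 8.741e-05, the smallest possible). The probes had been chosen because they were higher in GBM on these arrays.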

Further, gene ontology analysis of the up-regulated genes in Table 1/Additional file 2: Table S3 resulted in clusters and GO terms with enrichment scores substantially lower (< 3) than for the down-regulated genes in Table 1/Additional file 2: Table S2 (> 50).

### Validation analysis by qRT-PCR

We moved on to see if some of the dysregulated genes from the microarray could be validated as dysregulated by qRT-PCR in an independent set of 10 patients and 10 controls. We selected individual up-regulated genes from the lists in Table 1/Additional file 2: Table S3 in search of markers associated with GBM tumours. We sought to identify mRNAs up-regulated in the microvesicles in peripheral blood from GBM patients, which were expressed at low to undetectable levels in blood cells, and elevated in either GBM or normal brain cells. We reasoned that since the majority of microvesicles in blood are believed to arise from platelets [27] and other blood cells, the RNA expression of these cells could serve as an approximation of the normal blood microvesicle RNA profile. We compared public datasets in Gene Expression Omnibus (GEO) for GBM (GSE15824) to those of platelets (GSE11524) and PBMCs (GSE22224) from normal controls to derive a list of "GBM-like" genes highly expressed in GBM, but low or absent in platelets and PBMCs and similarly a list of "blood cell-like" genes highly expressed in platelets and PBMCs. When we compared the "GBM-like" genes to the genes found to be up-regulated in GBM patient blood microvesicle RNA in our own dataset, we found no overlap to support GBM tumour origin of these RNAs. On the other hand, many of the "blood cell-like" genes were the same as those found in our study to be down-regulated in GBM patients relative to normal controls (data not shown).

In selecting genes for further qPCR validation we also considered whether genes were represented in the GO clusters and whether they were genes previously determined to have cancer association. The following genes were chosen for validation studies by qRT-PCR: *RPL11, RPS12, TMSL3 *and *B2M *as expected down-regulated genes and *EGFR, ERBB2, SLITRK4, HOXA4, METT5D1, CV575560, TNXB, ALUY, 7SL *and *THC2718728 *as possible up-regulated genes. 

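The array values of these genes are given for the samples of the arrays, which are other people than those of the qRT-PCR. Of the genes selected as lower, RPS12 (chromosome 6 of hg18, 133180332 to 133180391) had a log2 difference of -1.26 (standard error 0.23, adjusted p = 0.00258 by limma) and B2M (chromosome 15, 42795065 to 42795124) one of -1.73 (standard error 0.38, adjusted p = 0.00891). Of the genes selected as possibly higher, SLITRK4 (chromosome X, 142543822 to 142543881) had a log2 difference of 1.00 (adjusted p = 0.0153) and HOXA4 (chromosome 7, 27134719 to 27134778) one of 0.67 (adjusted p = 0.0149). HOXA4 was well above background on 6 of 7 control arrays and 9 of 9 GBM arrays. EGFR (chromosome 7, 55242335 to 55242394) was not well above background on any array, and no fold is given for it. For ERBB2, TNXB and METT5D1 the probes of a gene differed in their calls. The ERBB2 probe A_23_P89249 (chromosome 17, 35138355 to 35138414) had a difference of 0.49 (adjusted p = 0.0146), and the other, A_24_P284420, one of 0.02 (adjusted p = 0.917). Of 4 TNXB probes (chromosome 6), A_23_P156708 was higher by 0.93 (adjusted p = 0.0104), and the other 3 differed by 0.03 to 0.17 (adjusted p of 0.213 to 0.799). Of 3 METT5D1 probes (chromosome 11), A_32_P19887 was higher by 0.35 (adjusted p = 0.00102) and was well above background on 2 of 7 controls and 9 of 9 GBM arrays. A_24_P118111 was not called (adjusted p = 0.799), and A_32_P183495 was not well above background on any array. The THC2718728 probe A_32_P33213 (chromosome 9, 42213446 to 42213505) was well above background on 0 of 7 controls and 9 of 9 GBM arrays (adjusted p = 0.00169). Its level was at least 1.40-fold higher in GBM, taking for each control array the higher of its own signal and the lowest signal of any probe well above background. The other THC2718728 probe, A_32_P133038, was well above background on 1 of 7 controls and 8 of 9 GBM arrays, and had a difference of 0.38 (adjusted p = 0.0104). Most controls were thus near background for this probe and for METT5D1 A_32_P19887. By the same bound their levels were at least 1.298-fold and 1.253-fold higher in GBM. None of these probes was called by limma when slide was a fixed block. No probe carries the names ALUY or 7SL.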

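The GAPDH probe, on chromosome 12 of hg18 from 6517179 to 6517238, had a log2 value of 8.12 ± 0.16 (SD, n = 7) in controls and 8.05 ± 0.30 (SD, n = 9) in GBM. The difference of -0.06 (standard error 0.11, adjusted p = 0.838 by limma) was within the spread between arrays. The direction was reversed with slide as a fixed block, where the difference was 0.08 (adjusted p = 1.00). The value of GBM replicate 11 was 8.76, with the other GBM samples between 7.80 and 8.17. 18S rRNA was not analysed here.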

For normalization of the qRT-PCR data we chose GAPDH, which appeared to be stable in our exoRNA samples judging from the array data, as well as *18S rRNA*. The qRT-PCR validation was performed on a different set of GBM patients (N = 10) and controls (N = 10) than the array data. We were able to confirm the down-regulation of genes associated with ribosome production *RPL11, RPS12, TMSL3 *and *B2M *observed in the arrays as illustrated in Figure 4, but the expected up-regulated genes did not show any significant increase relative to controls by qRT-PCR (data not shown). RNA was extracted from equal volumes of serum (1 mL) from GBM patients and normal controls. The exoRNA content of the GBM patient serum samples used for qRT-PCR validation in this study, (30.0 +/- 8.3 ng/mL serum; N = 10) was significantly higher (*p *< 0.001) than in the normal control serum samples (8.8 +/- 2.2 ng/mL serum; N = 10). For the microarray analysis, the RNA was linearly amplified and the same amount of RNA was hybridized to all arrays. For the qRT-PCR, the data was normalized to the house-keeping genes GAPDH and 18S. Interestingly, when the qRT-PCR data was normalized to the amount of RNA in the sample all genes initially found to be up-regulated by array analysis appeared to be down-regulated in serum microvesicles from GBM patients, as compared to normal controls (Figure 5A). Inspection of the bioanalyzer profiles of the RNA samples used in this study suggested that the major contribution of the increased RNA amounts seemed to stem from a larger peak of small RNA migrating in the range from 25-300 nt on the bioanalyzer RNA chip (Figure 5B).

**Figure 4:**
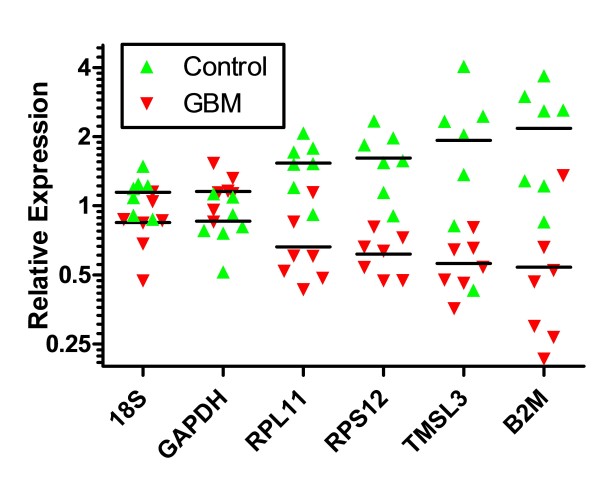
**Validation by qRT-PCR of down-regulated genes**. Gene expression levels were normalized to the combined expression of GAPDH and 18S. Lines represent median values for the GBM and control samples, respectively.

**Figure 5:**
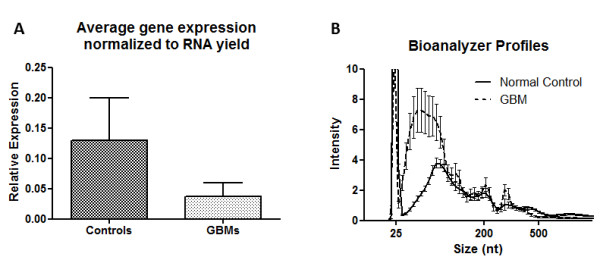
**Serum microvesicle RNA from patients with glioblastoma multiforme has an overabundance of RNA with size <500 nt**. (A) Gene expression relative to the amount of microvesicle RNA present in serum of GBM patients and normal healthy controls. Bars represent the average expression of 16 genes as measured by qRT-PCR, normalized to the amount of exoRNA isolated from 1 mL of serum. The yield from GBM samples is higher than from controls, but this does not result in higher gene expression. (B) From the Bioanalyzer profiles it appears that the extra RNA in GBM serum is predominantly <300 nt. The plot is showing the mean ± SEM (N = 10 GBM and 10 controls). The non-visible parts of the profiles (>500 nt) were very similar for GBM and controls

## Discussion

Our findings demonstrate the feasibility of genome wide gene expression analysis of RNA extracted from the cell-free microvesicle fraction (exoRNA) of frozen biobanked serum samples, and that clear differences can be observed between the exoRNA expression profiles from GBM patients and normal controls. The two major differences between exoRNA from GBM patients vs. normal controls were found to be: 1) a significantly reduced level of mRNAs encoding ribosomal protein genes; and 2) an overall significant up-regulation of RNA amounts in the serum of GBM patients, which seems to be primarily due to a larger fraction < 300 nt and could not be attributed to any of the mRNAs investigated by qRT-PCR.

ExoRNA from tumour microvesicles in serum will always be diluted into the background of exoRNA coming from normal non-malignant cells. Depending on the purpose of the study, normal exoRNA may also generate useful information. Previous studies have indicated that RNA expression patterns in blood cells can change as a response to tumours [7]. To look specifically at the genes dysregulated in the tumour, one would need to enrich the tumour specific microvesicle fraction before extracting the RNA.

Microvesicles are shed by many different cell types into the blood stream, including circulating WBCs, platelets, endothelial cells, and dendritic cells [17]. Shedding has been shown to be higher from tumour cells in culture compared to normal fibroblasts [28] and tumour-derived microvesicle concentrations in serum increase as a function of increased malignancy [29,30]. However, microvesicles of tumour origin circulating in the blood are mixed with microvesicles from other cell sources and it is likely that tumour microvesicles in many cases constitute a relatively small fraction of the total population.

There is a large contribution of microvesicles from normal cells and platelets in blood. In control plasma, for example, platelet-derived microvesicles have been reported to constitute the majority of all microvesicles [27] and although tumour-derived microvesicles increase in serum as a function of degree of malignancy in ovarian cancer [30] and that the total number of microvesicles in blood increase with disease progression [29], it is not clear what proportion of the increased number of vesicles is coming from the tumour vs. from normal cells as a response to the tumour. Thus, down-regulated genes in GBM exoRNA could either be caused by altered biological processes in normal cells as a response to or consequence of the disease, or by large numbers of tumour microvesicles with low levels of particular RNAs.

A major fraction of the genes we observed to be significantly down-regulated in serum microvesicles from GBM patients in this study code for various ribosomal proteins (e.g. *RPL11, RPS29, RPLP1, RPS27A*, etc.). However, these genes were not found to be among the most abundant transcripts in platelets in a study by [31], which we also confirmed in our analysis of the public dataset from GEO (GSE11524). We speculate that these RNAs would therefore also not be abundant in the platelet-derived microvesicles, which constitute a substantial fraction of the plasma microvesicles [27]. However, these genes have been shown to be very highly expressed in lymphocytes relative to other blood cells [23,24] and were also found to be up-regulated in our analysis of the public dataset for PBMC (GSE22224) relative to GBM. This led us to speculate that the lower abundance of these mRNAs in circulating microvesicles from GBM patients may be a consequence of a reduced level of lymphocyte-derived microvesicles in patients as compared to normal controls, since cancer patients are known to often be immune-compromised [26]. Evaluation of the GBM patients in this study confirmed that their lymphocyte counts were lower than the normal reference level interval, but because we were unable to measure lymphocyte counts in the normal controls, it is impossible to completely correlate transcript down-regulation with lymphocyte depletion in the GBM patients. None of the GBM patients had received chemotherapy prior to diagnosis, but several of them were on steroids and seizure medications at the time of blood draw, which are two potential sources of lymphocytopenia. Evaluation of gene expression differences between lymphocytopenia caused by cancer and by medication would require a much larger study of more carefully chosen subjects.

The observation that many ribosomal protein genes are down-regulated in GBM serum microvesicles may prove to be a valuable contributory marker for GBM and other pathological states. Sharma et al. [5] also observed a reduction in many of the same genes in PBMCs including lymphocytes, from breast cancer patients compared to normal controls. The down-regulation of ribosomal protein genes is therefore unlikely to provide a specific GBM component for a diagnostic classification, but may serve as a more generic pathological indicator and can provide confirmatory support when combined with other exoRNA profiles. Interestingly, many ribosomal proteins have extra-ribosomal functions that go beyond the function of protein biosynthesis. Ribosomal protein genes have been shown to have important regulatory functions also in cancer cells. Some ribosomal proteins are tumour suppressors [32], oncogenes or have regulatory functions in tumour progression, invasion and metastasis [33].

The "ribosome" GO-clusters from down-regulated genes had very high enrichment scores from DAVID (> 50) compared to any of the clusters obtained with up-regulated genes (< 2.5), confirming that the patterns of down-regulated genes were much more significant. For gene ontology analysis it is important to analyze a relatively large number of genes (e.g. 100 [22]) in order to avoid stochastic errors, e.g. if a list of 10 genes is analyzed, the presence of a single gene (10%) of a certain class or belonging to a certain pathway will appear overrepresented compared to the prevalence in the genome, when in fact this is just a sampling artifact. The lack of strong GO associations between the up-regulated genes in our study does not mean that individual genes might not be strongly dysregulated, significant and predictive in GBM exoRNA, but simply that the up-regulated genes do not appear to be associated by already known relationships. Up-regulation of specific genes in exoRNA from GBM patients could be a biological response from normal cells to the presence of the tumour, but they could also be specifically derived from the tumour cells and as such be useful as markers of the tumour. However, identifying uniquely elevated levels of tumour-derived exoRNAs in a high background of normal exoRNA from other serum microvesicle sources is more challenging than identifying systemic changes, such as the depressed lymphocyte count and ribosomal protein RNA levels.

The observation that the up-regulated genes chosen for qRT-PCR validation was not verified may be attributed to the fact that we used two different sets of serum samples for the microarray analysis and the qRT-PCR validation, making borderline significant increases difficult to confirm. Similarly, the positive validation of the down-regulated genes in a separate set of samples makes this observation stronger.

We observed that, coinciding with the significantly increased amounts of microvesicle RNA in GBM patient serum compared to normal controls, the expression levels of all the genes we investigated by qRT-PCR were lower than in normal controls when normalized to total RNA amount (Figure 5). It is likely that this is a general trend across most mRNAs, and since all these genes are down-regulated other transcripts must be up-regulated to account for the overall increase in RNA amounts.

The Bioanalyzer profiles of the different RNA serum samples suggest that this up-regulation of RNA in the GBM patients mainly falls in the range of < 300 nt. This could explain why the majority of the tumour exoRNA transcripts appeared down-regulated on the array. If the < 300 nt RNAs do not contain sequences belonging to the coding genes, they would not have been picked up by the microarray and the mRNA-fraction recognized by the capture probes would be relatively smaller since the same amount of input RNA was used for hybridization. There are many RNA species that are not covered by the microarray, including miRNA (mature and precursors), repetitive elements and other non-coding RNAs, as well as single stranded DNA [28,34].

Balaj et al. [28] showed that human endogenous retroviruses and other transposable elements, as well as single stranded DNA fragments are very abundant in microvesicles from cancer cells, as compared to normal fibroblasts, including Alu, LINE and HERV sequences and it is likely that these and other non-coding RNAs are contributing to the increased amounts of RNA we observe in GBM patient serum (single stranded DNA is also detected on the Bioanalyzer RNA chip). We tested a single transposable element Alu-Y by qRT-PCR and found it to be extremely abundant in the microvesicles, but did not observe any differential expression between the GBMs and normal controls. The human genome consists of about 40% retrotransposon sequences [35], and there is an increasing number of publications showing the dysregulation of transposable elements and other non-coding RNAs in cancer [36-38].

The very existence of the peak of < 500 nt RNAs in GBM serum exoRNA make it a fertile ground for biomarker discovery, and it warrants further investigation to establish the exact nature and distribution of the nucleic acid species contained in this fraction. A number of regulatory non-coding RNAs are transcribed off coding elements [39]. Collectively, down-regulation of specific RNAs and up-regulation of RNA levels in exosomes/microvesicles from serum of GBM patients, as compared to controls provides promising biomarkers. In addition, in other studies, tumour mutant mRNAs [18] and elevated oncogene mRNA [28] have been detected in serum exosomes/microvesicles from human GBM patients and mice bearing medulloblastoma tumours, respectively. Tumour mutant RNA from prostate cancer patients can also be found in urine exosomes/microvesicles [40]. More detailed analysis of exoRNA released by tumour cells into serum should be possible as isolation methods are developed with tumour specific surface markers for different types of cancer, e.g. with magnetic activated sorting [30] and microfluidic capture [41].

## Conclusions

Currently, there are no biomarkers for gliomas to distinguish tumor recurrence from radiation necrosis or to monitor tumor response to therapy. Here we demonstrate that frozen, biobanked glioblastoma serum microvesicles contain RNA in amounts and qualities sufficient to perform qPCR and microarray analysis, and we show that glioma exoRNA profiles are unique compared to tumor free individuals. The most significant expression differences pertained to down-regulated genes in the GBM patient exoRNA, which we were able to validate by qRT-PCR. However, overall yields of exoRNA from GBM patient serum microvesicles was higher than yields from normal controls, but the additional RNA was primarily of size < 500 nt, evident by a peak of small RNAs on the bioanalyzer profiles. Gene ontology analysis of the down-regulated genes indicated these are primarily mRNAs coding for ribosomal proteins and other genes related to ribosome production. The observation may be explained by a reduced contribution of exoRNA from lymphocytes, which have previously been reported to have high expression levels of these transcripts. This theory was supported by the lymphocyte counts in the blood of the patients investigated in this study, which was substantially lower than the normal reference interval.

## Abbreviations

GBM: Glioblastoma multiforme; MGMT: Methyl guanidine methyl transferase; PBMC: Peripheral blood mononuclear cells; MiRNA: MicroRNA; r.t: Room temperature; VSN: Variance stabilized normalization; WBC: White blood cell; GEO: Gene expression omnibus; FDR: False discovery rate; qRT-PCR: Quantitative reverse transcriptase PCR.

## Competing interests

J.S. and M.N. are inventors on the exosome technology used in this study which has been licensed to Exosome Diagnostics, Inc. They hold equity in, and are now employees of that company. Dr. Breakefield is on the Scientific Advisory Board of the company for which she receives cash compensation. None of the other authors have any competing financial interests to declare.

## Authors' contributions

MN performed the data analysis and prepared the manuscript, LB and TL performed the qPCR analysis, AS participated in the array data analysis, BC and FH collected the samples and clinical data, LZ prepared serum from the clinical samples, JS, XOB designed the study and helped draft the manuscript. All authors read and approved the final manuscript.

## Pre-publication history

The pre-publication history for this paper can be accessed here:

http://www.biomedcentral.com/1471-2407/12/22/prepub

## Supplementary Material

Additional file 1 **This file describes the R/BioConductor commands used to analyze the raw data deposited in GEO with accession# GSE24084**. Click here for file

Additional file 2 **Table S1: **Top 200 most down-regulated genes with p < 0.05 in all three normalizations after correction for False Discovery Rate. **Table S2: **Top 200 most up-regulated genes with *p *< 0.05 in all three normalizations after correction for False Discovery Rate. **Table S3: **Sequences and ABI IDs of TaqMan qPCR assays. Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

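RNA from serum microvesicles of 9 patients with GBM and 7 healthy controls was measured with 1 one-colour array per person, and no sample was measured again. The authors deposited the scanner output of each array, which holds the brightness of each spot as intensity values that are not normalized between arrays. From it, the mean signal of a spot, the median of its local background and the processed signal of the image analysis were used. The processed signal already has the background subtracted within the array. The authors also deposited a table of log2 values, quantile-normalized between the 16 arrays. Set against the scanner output it held the mean signal without background subtraction, and it was used only as an alternative. No column of that table was left unmapped. Groups were taken from the sample labels and the paper. The file headers name another version of the image analysis software than the methods do.

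Main values followed the R script in Additional file 1. The median background was subtracted from the mean signal, results below 0.5 were set to 0.5, an offset of 50 was added, and all spots were quantile-normalized and put on a log2 scale. Control spots were then dropped, spots marked as outliers by the image analysis were left out, and the spots of each of the 41000 probes were averaged. Marked spots were kept for the filter on intensity and SD and for clustering, so that every array had a value. The other normalizations were taken from the same script, quantile normalization of the processed signal with no further background step (called no background step below) and variance stabilization of the mean signal. The methods describe the former as without background subtraction, whereas the processed signal is already background-subtracted, so results in all 3 normalizations follow the script and not that description. The vsn package was not used, and its model was re-implemented, keeping a share of 0.9 of the spots in each of 7 rounds. Groups were compared by limma 3.58.1 in R 4.3.3, with data.table 1.17.8 and statmod 1.5.0, and p-values were adjusted by the Benjamini-Hochberg method over all probes tested. A probe was called at an adjusted p under 0.05, and a 2-fold change is a log2 difference of 1. Figures were drawn with matplotlib 3.10.9.

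Gene sets were tested on values averaged over all probes of a gene name, with limma's camera at a preset inter-gene correlation of 0.01, with the rotation test fry and with camera at an estimated correlation, and adjusted over 9 sets. The sets were ribosomal protein, platelet, lymphocyte, myeloid, erythroid, brain, housekeeping, translation factor and spliceosome genes. A list of 36 respiratory chain genes was added later. Each set's median was also set against 10000 random sets matched on mean expression in 20 bins. Values of single arrays were compared between groups by exact permutation tests over all 11440 ways to label 7 of 16 arrays. For clustering, probes were standardized over the arrays, and arrays were joined by centroid linkage on 1 minus Pearson's r. The genes named are those the paper's results name for the arrays, the first 5 lower and first 5 higher genes of Table 1, and the 5 called probes with the largest fall and the 5 with the largest rise. Probes of a gene are given singly where they differ in sign or call. Gene names and hg18 coordinates are those in the scanner files, and some names are old.

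The samples, tests, gene lists except the respiratory chain genes, and most alternatives were chosen before the data were examined. The alternatives were normexp background correction, the script's other normalizations, scaling to the 75th percentile, equal array medians, the deposited log2 table, an offset of 16, the methods' t-test with equal or unequal variances, leaving out dim probes, keeping marked spots, slide as a fixed or random block, only the slides with both groups (with slide as a fixed block), averaging the probes of a gene, and leaving out each array in turn with the normalization of all 16 arrays kept. Added after seeing the data were the methods' t-test with marked spots kept, array brightness as a covariate, the respiratory chain genes, the deposited table as the second normalization, an offset of 0 and removal of the trend on probe GC content. The offset of 0 was first run while the data were being explored.

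Limma, the t-tests, the comparison of GBM branches, variance stabilization, clustering and the gene set tests were tried on simulated data. With 200 of 41000 probes changed between GBM and controls, limma called a share of 0.98 of them, and a share of 0.00508 of its calls was false. The t-test called a share of 0.975. Between GBM branches of 5 and 4 arrays, limma called a share of 0.99 of probes changed by 2 log2 units. The re-implemented variance stabilization gave 1.01 for a change of 1 natural-log unit over 8000 probes. The number of arrays limits the precision. The GO terms, the DAVID tool, the public data sets the paper compares with and the qRT-PCR measurements were not used here.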

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

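The tests in this part of the slide of control replicate 4 and of the scaling behind GAPDH on GBM replicate 11 were chosen only after those results were seen. In 104 comparisons of the highest and lowest array of a group with the nearest of the others, 2 arrays lay beyond Dixon's limit, where chance gives about 1 in 20.

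On control replicate 4, 68.7% of the probes were well above background, while the other controls lay between 31.9% and 46.3%. The gap to the nearest control was 0.607 of the range of the 7 controls. The array lay on slide 1, which was scanned before the others. The other 3 arrays of that slide had 52.7% ± 7.17 (SD), and the 12 arrays of the other slides 43.0% ± 8.10 (SD). This difference was not past the threshold (two-sided exact permutation test over 455 labelings, p = 0.0725), so an effect of the slide could be neither shown nor excluded with 3 arrays. No biological explanation was tested. Without this array limma called 168 probes at least 2-fold lower and 31 at least 2-fold higher.

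GAPDH had a log2 value of 8.76 on GBM replicate 11, and the other GBM samples lay between 7.80 and 8.17. The gap was 0.617 of the range of the 9 GBM samples. The normalization was tested as an explanation. The array lay beyond the limit in 9 of 10 scalings, so that most choices of scaling did not remove the gap. With equal array medians the gap fell to 0.256 of the range. The scalings share the same scanned values, so whether the array or the sample differs cannot be told apart. The share of probes well above background on this array was 46.2%. No biological explanation was tested.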

How the results depend on the processing

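Alternatives chosen only after the results were seen were the methods' t-test with marked spots kept, brightness as a covariate, an offset of 0, removal of the GC trend, the respiratory chain genes and the deposited table as the second normalization. Ribosomal protein, translation factor and respiratory chain genes were lower in GBM, and past the threshold, under every alternative run for them. Their mean log2 differences lay between -1.31 and -0.43, between -1.09 and -0.32 and between -0.74 and -0.12. Leaving out each array gave -0.84 to -0.72, -0.62 to -0.53 and -0.32 to -0.26. Brain genes stayed short of the threshold throughout, between 1.184e-04 and 0.10. The cause was not tested for any change below unless stated.

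The main counts were 151 probes at least 2-fold lower and 31 higher, 1313 lower and 1436 higher at any fold, and 1033 lower and 353 higher in all 3 normalizations, or 1212 and 390 with the deposited table as the second normalization. Counts past 2-fold depended on the scaling. They were 73 and 19 with normexp, 734 and 273 with no background step, 736 and 60 with VSN, 877 and 191 with 75th percentile scaling, 231 and 3 with equal medians, 319 and 49 with the deposited table, 343 and 54 with an offset of 16, 489 and 128 with an offset of 0, and 93 and 19 with genes averaged. A smaller offset compresses dim probes less by construction. At 1.5-fold, 536 and 159 passed. The brightness covariate left 100 at least 2-fold lower. Unequal variances left 20 at least 2-fold higher and removal of the GC trend 19. At any fold, higher probes numbered 506 with VSN, 348 with 75th percentile scaling, 115 with equal medians, 934 with the methods' t-test with or without marked spots, 845 without the GC trend and 940 with slide as a random block. Unequal variances gave 635 lower and 725 higher, and an offset of 0 gave 874 and 493. In all 3 normalizations, unequal variances gave 535 lower and 182 higher, the random block 611 and 121, and leaving out dim probes 592 higher. The share of lower probes among calls at any fold was 47.8% in the main values, 63.9% with an offset of 0 and 62.5% without the GC trend.

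With slide as a fixed block limma called 0 probes past 2-fold in either direction, 1 lower and 0 higher at any fold, and 0 and 0 in all 3 normalizations, with 2572 probes at an unadjusted p under 0.05. On the 2 slides with both groups, with slide still a fixed block, it called 0 and 0 past 2-fold, 3 lower and 9 higher at any fold, and 0 and 0 in all 3, with 3388 at an unadjusted p under 0.05. Only 8 arrays carry these comparisons. Leaving out each array gave 87 to 216 probes at least 2-fold lower, 21 to 51 higher, 982 to 1596 lower and 941 to 1705 higher at any fold, 665 to 1271 lower and 157 to 525 higher in all 3. The lowest and highest counts past 2-fold came without GBM replicate 16 and control replicate 8 for lower probes. Between the GBM branches the count was 0 to 53, with 53 without GBM replicate 15 and 32 without GBM replicate 12, and 1 with slide as a fixed block. The ribosomal protein share was 17.5% to 38% with each array left out.

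The filter kept 177 probes in the main values, 503 with no background step, 589 with VSN and 267 with an offset of 16. The count under VSN depends on the scale given to its values. Clustered on the filtered probes, 1 array lay outside its group's branch in the main values and 3 under complete linkage. The count was 6 under Ward linkage with the Euclidean distance of scaled values, and 8 under the Euclidean distance of unscaled values. It was 2 with normexp, 0 with the deposited table and 0 with an offset of 16. For the 200 higher probes the count fell from 8 to 1 under Ward linkage, which used the Euclidean distance of scaled values. It was also 1 under the Euclidean distance of unscaled values.

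Myeloid genes, not past the threshold at -0.002, reversed to 0.022 with normexp, 0.067 with slide as a fixed block and on the 2 slides with both groups, 0.0081 with the random block and 0.036 with the brightness covariate, and lay between -0.075 and 0.041 with each array left out, where 10 of 16 changed their direction or call. Without GBM replicate 11 they were past the threshold at -0.075 (adjusted p = 0.0286). Erythroid genes (-0.22) lost the threshold at -0.18 with normexp, -0.035 with slide as a fixed block and on the 2 slides, -0.19 with the random block and -0.18 with the brightness covariate, and at -0.22 under fry and the estimated correlation, and lay between -0.36 and -0.11 with each array left out. They lost it in 9 of 16 of these, at -0.19 without control replicate 8, -0.19 without control replicate 2, -0.20 without control replicate 3, -0.19 without control replicate 5, -0.17 without GBM replicate 13, -0.11 without GBM replicate 16, -0.16 without GBM replicate 17, -0.23 without GBM replicate 18 and -0.21 without GBM replicate 19. Housekeeping genes lost it at -0.077 with the fixed block and on the 2 slides, and at -0.13 under the estimated correlation. Spliceosome genes lost it at -0.010 with the fixed block and on the 2 slides, and at -0.052 under fry and the estimated correlation, and lay between -0.060 and -0.044 with each array left out, losing it without control replicate 2 (-0.045) and GBM replicate 18 (-0.046). Under the estimated correlation platelet genes (-0.66, adjusted p = 0.109) and lymphocyte genes (-0.16, adjusted p = 0.0568) also lost it, and over their alternatives the adjusted p reached these values at most. GAPDH reversed to 0.076 with the fixed block and on the 2 slides.

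Among named probes short of the threshold, METT5D1 A_24_P118111 reversed to 0.019 with no background step, 0.043 with 75th percentile scaling, and 0.0088 with the fixed block and on the 2 slides. RKHD1 A_23_P39453 reversed to -0.011 with VSN and -0.057 with 75th percentile scaling, and RKHD1 A_24_P923765 to -0.059, -0.099 and, without the GC trend, -0.053. TNXB A_24_P15834 reversed to -0.0029 with VSN, -0.0083 with 75th percentile scaling and -0.082 without the GC trend, TNXB A_24_P213884 to -0.039, -0.098 and -0.010, and TNXB A_24_P307135 to -0.053 without the GC trend. SERPINB1 A_23_P214330 reversed to 0.013 with the fixed block and on the 2 slides. With genes averaged, the mean was 0.56 for SERPINB1 and 0.11 for METT5D1, which is no value of these single probes. ERBB2 A_24_P284420 reversed to -0.059 with the fixed block and on the 2 slides, -0.050 without the GC trend and -0.0028 without GBM replicate 13, with a range of -0.0028 to 0.042 over the arrays left out. METT5D1 A_32_P183495 and EGFR were not well above background on any array, so that their changes of sign reflect background and say nothing of their levels. The former was at -0.032 with no background step and -0.25 with 75th percentile scaling. EGFR was at 1.127e-04 with the brightness covariate, 0.011 without the GC trend and 5.198e-04 without control replicate 1, with a range of -0.0099 to 5.198e-04 over the arrays left out.

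Some alternatives give no value. The filter level of 6 has no meaning on 75th percentile values, the ribosomal protein share needs probes called in all 3 normalizations, which the fixed block and the 2 slides lack, and alternatives of a single normalization do not apply to counts over all 3. No paired analysis was possible because the groups share no pairing. Of the 38251 probes not called, 45.4% were well above background on at least 7 of 16 arrays, against 93.8% of those called lower and 95.9% of those called higher.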

Differences from the paper's values

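The paper's fold in Table 1 and the median fold of the 3 normalizations here differed by more than 1.5 times, and by more than the SD between arrays of a group, for 6 of 50 genes. For CCL5 (-3.35 in the paper, -5.23 here) and RPA1 (-2.68 in the paper, -4.13 here) the gap was over 1.5 times but within that SD. For RPS4Y2 the paper's value is -3.80 and the value here -7.08. For RPS4Y1 these are -3.62 and -7.58, for RAP1B -2.94 and -4.49, for MMD -2.93 and -4.86, for the expressed sequence tag AA418814 1.59 and 3.48, and for HOXA4 1.58 and 2.56. The largest fold among the 200 most lower probes is -4.21 in the paper and -7.58 here. No alternative set before the data were examined gives a median of 3 normalizations for these folds. With the deposited table as the second normalization, which was chosen after seeing the values, none of the 6 differs from the paper's value by more than 1.5 times, with values of -3.80, -3.62, -2.94, -2.93, 2.30 and 1.97. The paper's Table 1 and its Additional file 2 give folds at least 0.05 apart for 19 of the 25 higher genes and 0 of the 25 lower ones. For AA418814 and HOXA4, Additional file 2 gives 2.3 and 1.97, the values of that setting. In that setting 200 of the 200 listed lower folds and 199 of the 200 listed higher folds lay within 0.05 log2 units of the list in Additional file 2, against 39 and 74 with the main 3.

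The paper states that clustering of the filtered probes separated the groups perfectly. Here GBM replicate 15 lay in the branch of the controls. With the deposited table and with an offset of 16, 0 arrays lay outside. The methods' t-test gave 121 and 24 probes past 2-fold, the numbers in the paper, with limma at 151 and 31. The paper describes its deposited values as background-subtracted, and 0.563% of them lay within 0.01 log2 units of the background-subtracted values here. The legend of Figure 1 gives the filter as a share of samples and the text as a number of arrays. The number of arrays was used here. The methods and the script differ on the normalization without background subtraction, and the script was followed.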

Other observations

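Tests chosen only after the results were seen were those of the order of calls under other scalings, of labelings within slides, of the control slide, of draws of fewer arrays set against the fixed block, of splits for the respiratory chain genes, and of distances between groups by slide, and the respiratory chain list was also added then. Of that list 4 genes are among the paper's 200 lower probes, and UQCRH had been seen there. All patterns below were found and tested on the same arrays.

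Other groupings of the 16 arrays were tried, 100 splits into 7 and 9 with the real one included. As many probes at least 2-fold lower came from 1 of 100 splits, the real one, and likewise 1 of 100 for probes at least 2-fold higher, lower and higher at any fold, lower and higher in all 3 normalizations, and ribosomal protein probes among the 200 most lower. The highest counts of other splits were 29 and 2 past 2-fold, and 987 lower and 568 higher at any fold. Chance can be excluded for these counts only as far as groupings that ignore slide go, and 2 of the 4 slides held 1 group. With slide as a fixed block, limma called 0 probes past 2-fold in either direction, and 1 lower and 0 higher at any fold. Labelings within slides were not run for these counts, so chance within slides stays open. Between the GBM branches limma called 0 probes. As no split can give fewer, all 100 of 100 splits gave at least as many, and this count decides nothing. Of these splits 8 had calls, at most 213. At an unadjusted p under 0.05, 4 of 100 splits had as many probes as the 4127 observed, with a median of 1782.5, but the branches were formed from the same arrays.

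Of the cell-type and comparison sets, ribosomal protein, platelet, lymphocyte, translation factor and brain genes had a difference as large in the same direction in 1 of 100 splits, housekeeping and spliceosome genes in 2, erythroid genes in 17 and myeloid genes in 50. Chance cannot be excluded for the last pair. These splits ignore slide, and 2 of the 4 slides held 1 group. Among the 24 labelings within the slides with both groups, as large a fall came from 1 for ribosomal protein, lymphocyte and translation factor genes. That 1 is the real labeling and the fewest possible. As large a fall came from 3 for platelet genes, 7 for housekeeping genes, 7 for spliceosome genes and 8 for erythroid genes. Chance within slides cannot be excluded for these 4 sets. With so few labelings, and no adjustment over the sets, it cannot be firmly excluded for the others either. Brain genes rose by 0.03 within those slides (camera, adjusted p = 0.558), and no labeling of the 24 gave a larger rise. Platelet genes fell by 0.66 (camera, adjusted p = 2.656e-13), with 23 of 25 lower, and 2 of the 25 are in Table 1. Lymphocyte genes fell by 0.16 (adjusted p = 1.122e-05), translation factor genes by 0.57 (adjusted p = 9.847e-27), erythroid genes by 0.22 (adjusted p = 0.0386), housekeeping genes by 0.13 (adjusted p = 0.00433) and spliceosome genes by 0.05 (adjusted p = 0.0313). Myeloid genes did not differ (adjusted p = 0.225), nor did brain genes by camera (0.03, adjusted p = 0.635), although 8 of 9 GBM samples lay above the highest control in the latter (two-sided exact permutation test, p = 0.0104). Of the 24 brain genes, 12 were lower in GBM, and 11 were well above background on at least 7 of 16 arrays. Their median difference was 0.003. NCAN had the largest rise, of 0.47, and was the only brain gene called higher. Ribosomal protein, translation factor, platelet, lymphocyte and housekeeping genes were past the threshold under fry, and only the first pair under the estimated correlation.

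The fall of ribosomal protein genes was weighed against technical explanations. With the share of probes well above background as a covariate it was -0.74, and 0 of 10000 random sets matched on mean expression, and 0 of 10000 matched on probe GC content and mean expression, had as low a median. These argue against array brightness, signal level and GC content as the whole cause. On the slides with both groups it was -0.43, or 55.6% of -0.78. Of 24 labelings within those slides, 1 gave as large a fall, which is the real one and the fewest possible. A fall thus remained within slides, and slide may carry part of the whole. So few labelings cannot firmly exclude chance within slides. Controls on slide 2 lay 0.49 higher than other controls, while GBM samples on slide 4 did not differ from other GBM samples (p = 0.968, two-sided exact permutation test). Slide 2 held only controls, so its effect cannot be told apart from differences between those people.

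Hypotheses of a biological kind stay open. A general fall of short abundant mRNAs is a candidate explanation, as respiratory chain genes fell by a median of 0.28 and 0 of 10000 matched random sets were as low, with as large a fall of their mean in 2 of 100 splits. On the slides with both groups they fell by 0.12, or 40.1% of the whole, and 4 of 24 labelings within those slides gave as large a fall, so that slide may carry much of it. Their level followed that of the ribosomal protein genes across controls (r = 0.946, rho 0.929; exact permutation, p = 0.00377, adjusted over 8 relations 0.0151; 0.907 without the 2 farthest arrays) and across GBM samples (r = 0.774, rho 0.933; exact permutation, p = 0.0149, adjusted 0.0298; 0.909 without the 2 farthest arrays), and of the levels compared only this one was past the threshold in both groups. Fewer lymphocyte-derived microvesicles stay open. The 23 measured lymphocyte genes had a median difference of -0.07, and 0 of 10000 matched sets were as low, but over all 28 genes of the set the median was -0.03, with 15 of 28 lower and 16 of 10000 sets as low. Across the controls the lymphocyte and ribosomal protein levels had r = 0.859 (rho 0.964; exact permutation, p = 7.937e-04, adjusted over 8 relations 0.00635; 0.922 without the 2 farthest arrays), and across the GBM samples r = 0.320 (rho 0.217; exact permutation, p = 0.401; 0.579 without the 2 farthest arrays). For fewer platelet-derived microvesicles, the 23 measured platelet genes had a median difference of -0.69, with 0 of 10000 matched sets as low, and the platelet and ribosomal protein levels had r = 0.191 across controls (rho 0.0714; exact permutation, p = 0.661; 0.213 without the 2 farthest arrays) and r = 0.806 across GBM samples (rho 0.817; exact permutation, p = 0.00891, adjusted 0.0238), which fell to 0.515 without the 2 farthest arrays. With 7 controls this decides nothing. The slides differ among the controls, so slide stays open for these correlations.

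Few probes were called with slide as a fixed block. With 3 controls and 5 GBM samples drawn at random and no block, 31 of 100 draws gave at most the 1 call of the fixed block and 28 gave 0, with a median of 142.5 and a range of 0 to 4668. The 8 arrays of the slides with both groups gave 0 calls without a block and 12 with slide as a block. At most 12 calls came from 38 of the 100 draws. The draws had no block, unlike the fits with slide, so these counts come from fits of different form. Fewer arrays that carry the comparison could account for the loss of calls, but an effect of slide stays open. Probes called higher were not dim ones, as 95.9% were well above background on at least 7 of 16 arrays. In 0 of 10 scalings did higher calls past 2-fold reach the lower ones, which argues against the normalization as the cause of their order. Removing each array's trend on probe GC content left 2254 probes called, so that trend is not the whole cause of the calls. An effect of slide on the clustering was not shown and cannot be excluded. Arrays of a group were 0.798 apart on the same slide and 0.819 on different slides (permutation test, p = 0.439), and arrays of different groups 1.17 and 1.29 (permutation test, p = 0.152). On the same slide the pairs of different groups (1.17 ± 0.266, SD over 7 pairs) lay farther apart on average than those of a group (0.798 ± 0.269, SD over 17 pairs), but their ranges overlapped.

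RPS4Y1 and RPS4Y2 lie on chromosome Y, so that their group difference also depends on the make-up of the groups by sex, which was not used here.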
